# Relationships between genome-wide R-loop distribution and classes of recurrent DNA breaks in neural stem/progenitor cells

**DOI:** 10.1038/s41598-022-17452-0

**Published:** 2022-08-04

**Authors:** Supawat Thongthip, Annika Carlson, Magdalena P. Crossley, Bjoern Schwer

**Keywords:** DNA damage and repair, Ageing, Embryonic stem cells, Neural stem cells, Genomic instability

## Abstract

Recent studies revealed classes of recurrent DNA double-strand breaks (DSBs) in neural stem/progenitor cells, including transcription-associated, promoter-proximal breaks and recurrent DSB clusters in late-replicating, long neural genes that may give rise to somatic brain mosaicism. The mechanistic factors promoting these different classes of DSBs in neural stem/progenitor cells are not understood. Here, we elucidated the genome-wide landscape of RNA:DNA hybrid structures called “R-loops” in primary neural stem/progenitor cells undergoing aphidicolin-induced, mild replication stress to assess the potential contribution of R-loops to the different, recurrent classes of DNA break “hotspots”. We find that R-loops in neural stem/progenitor cells undergoing mild replication stress are present primarily in early-replicating, transcribed regions and in genes with promoter GC skew that are associated with cell lineage-specific processes. Surprisingly, most long, neural genes that form recurrent DSB clusters do not show R-loop formation under conditions of mild replication stress. Our findings are consistent with a role of R-loop-associated processes in promoter-proximal DNA break formation in highly transcribed, early replicating regions but suggest that R-loops do not drive replication stress-induced, recurrent DSB cluster formation in most long, neural genes.

## Introduction

Genome stability is important for cellular function but the genome of somatic cells shows much more plasticity than previously thought^1^. In mammals, somatic genomic alterations have traditionally been viewed primarily as a cause of cancer but are now emerging as drivers of organismal aging and brain disorders^1–5^. Somatic genomic alterations can arise from DNA double-strand breaks (DSBs) formed during normal cellular processes such as DNA replication and transcription. Mammalian cells use evolutionarily-conserved mechanisms to repair DSBs and maintain genome integrity^1^. In the nervous system, persistent DSBs caused by deficient repair can result in microcephaly, neurodegenerative disorders, and brain tumorigenesis^5^.

Recent studies have identified several recurrent classes of DSBs in human and murine neural stem/progenitor cells (NSPCs) via high-throughput genome-wide translocation sequencing (HTGTS)^4,6–9^. Such classes include widespread, low-level DSBs, transcription start site (TSS)-proximal DSBs, and recurrent DSB clusters (RDCs) in long neural genes^1,4,6–9^. Most RDCs in transcribed, long neural genes occur in gene bodies and are not associated with TSSs^6–9^, indicating that distinct mechanisms of DSB generation account for the different classes of DSBs in NSPCs.

Given the frequency and potential functional implications of RDCs in NSPCs, it is important to elucidate their mechanistic causes. In that regard, collisions of the transcription and replication machineries can cause genomic instability in mammalian cells^10^. Indeed, prior studies of RDCs and copy number variations (CNVs)^4,6,11^ suggest that formation of the underlying DSBs may involve transcription/replication collisions in late-replicating regions^1,11,12^. Consistent with that notion, RDCs in neural progenitor cells form within genes and are enhanced by DNA replication stress^1,4,6^. However, because the majority of long, transcribed, and late-replicating genes do not contain RDCs^6^, additional factors must influence RDC formation.

To define such mechanistic factors, we considered whether transcription-related processes may affect RDC formation. Specifically, we asked whether RNA:DNA hybrid structures known as “R-loops” promote recurrent DNA breaks in NSPCs. R-loops consist of an RNA:DNA hybrid and the corresponding, displaced single-stranded DNA, thus forming a three-stranded nucleic acid structure^13^. Although R-loops have been known for over 50 years, their biological roles are still unclear. R-loops are emerging as important non-B DNA structures that form in transcribed loci^13,14^. Traditionally, R-loops have been viewed as obstacles impeding ongoing transcription that need to be removed, and as sources of DNA damage that can induce single- and double-strand breaks and genomic instability^14–18^.

How R-loops cause genomic instability is still unclear^13^. Pausing of transcription—which occurs when RNA polymerase II (RNAPII) progression is hindered—can induce RNAPII backtracking, which may form R-loops ahead of the backtracked RNAPII^19,20^. Thus, formation of R-loops could be an important contributing factor for the generation of both TSS-proximal DSBs and RDCs within long neural genes in NSPCs. To address this, we elucidated the genome-wide landscape of R-loop formation in NSPCs and assessed functional implications and relationships between these nucleic acid structures and classes of DSBs in NSPCs under conditions of mild replication stress.

## Results

### Genome-wide mapping of R-loops in NSPCs

Several classes of recurrent DSBs occur in mouse and human NSPCs, including DSB breakpoint clusters in long, transcribed and late-replicating genes and around transcriptional start sites^4,6–9^. To elucidate potential mechanistic factors involved in the formation of the different classes of recurrent DSBs, we assessed the genomic features of regions surrounding breakpoint junctions in NSPCs. We noted that the promoter regions—defined as regions ± 2 kb of the TSS—of active genes with HTGTS breakpoint junctions^6,7,9^ showed a significantly higher content of guanine/cytosine (GC) nucleotides (Fig. 1A). This prompted us to consider the role of R-loops in the formation of DSBs in NSPCs, given that regions with high G density in the non-template strand are prone to R-loop formation^16^. Moreover, R-loop formation has been implicated as a cause of genomic fragility in a subset of long human genes^12^, suggesting a potential involvement in the formation of recurrent DSB clusters in long, neural genes (RDC-genes)^4,6–8^.

**Figure 1:**
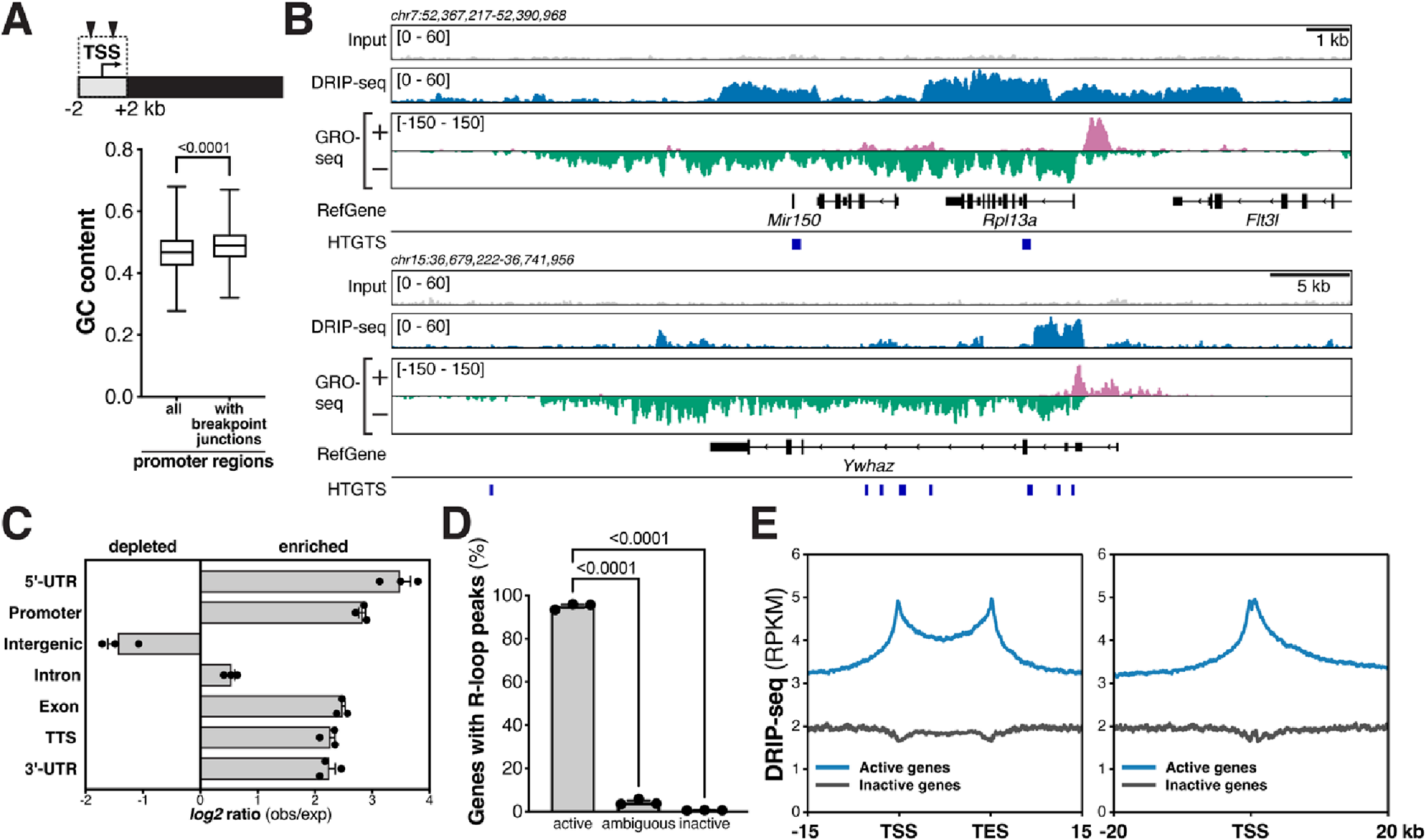
Elucidation of R-loops in neural stem/progenitor cells. (**A**) *Top*, illustration of genes with DNA breakpoints in the promoter region, defined as the two kilobase (kb) region surrounding the transcription start site (TSS). Triangles illustrate HTGTS breakpoint junctions. *Bottom*, box-and-whiskers plot showing fractional GC content in promoter regions of all NCBI37/mm9 RefSeq genes (*n* = 22,735) and actively transcribed genes with HTGTS junctions within two kb of the TSS in NSPCs (*n* = 2332). Whiskers show minimum and maximum values; upper and lower box edges correspond to the 25th and 75th percentile; horizontal line indicates the median. *P* < 0.0001, Mann–Whitney U test. (**B**) Visualization of reads per kilobase per million (RPKM)-normalized DRIP-seq signal in input controls and DRIP samples over the indicated genomic regions. Combined signal from nine DRIP samples and matching input controls from three biological replicates is plotted. RPKM-normalized GRO-seq signal is plotted to show transcription. Location of RefSeq genes and position of DSB junctions detected by high-throughput, genome-wide, translocation sequencing (HTGTS) of aphidicolin-treated NSPCs is shown. (**C**) Genomic distribution of NSPC R-loop peaks across the indicated genome annotations compared to the expected genomic distribution. (**D**) Transcriptional status of genes with R-loop peaks in NSPCs. Data in (**C**) and (**D**) represent mean ±  S.E.M. from three independent DRIP-seq experiments performed on biological replicates. *P* values were determined by one-way ANOVA with Tukey’s post hoc correction for multiple comparisons. (**E**) *Left*, metaplot analysis of RPKM-normalized, raw DRIP-seq signal across active (blue, *n* = 15,528) and inactive (dark gray, *n* = 3246) genes in NSPCs reveals enrichment at TSSs, gene bodies, and transcription end sites (TESs). *Right,* RPKM-normalized, raw DRIP-seq signal around the TSSs of active and inactive genes in NSPCs.

To directly assess the potential role of R-loops in the formation of TSS-proximal DSBs or recurrent DSB clusters in long neural genes, we set out to elucidate the genomic landscape of R-loops in NSPCs under the same conditions of aphidicolin (APH)-induced, mild replication stress that we had previously used to identify recurrent classes of DSBs in this cell type^6,9^. Reliable, high-resolution mapping of R-loops has become possible by multiple approaches, including “DNA:RNA immunoprecipitation with deep sequencing” (DRIP-seq)^21–24^. This approach relies on the S9.6 monoclonal antibody that specifically binds RNA:DNA hybrids and allows quantitative recovery of R-loops in conjunction with the high-resolution mapping capability of next-generation sequencing^21^. We first validated the S9.6 antibody and DRIP approach by performing dot blots and DRIP-quantitative PCR (DRIP-qPCR) assays, using established positive and negative controls (Fig. S1A and B). Next, we performed DRIP-seq in primary NSPCs isolated from postnatal day 7 mice in the presence of mild, aphidicolin-induced replication stress as described^6,9^. 

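Primary NSPCs are neural stem and progenitor cells cultured from mouse brain, here taken at postnatal day 7 and treated with 0.5 μM aphidicolin for 48 h, a DNA polymerase inhibitor that slows replication. The treatment is taken from the paper, since the sample labels name none. In DRIP-seq, genomic DNA is digested with restriction enzymes, RNA:DNA hybrids are precipitated with the S9.6 antibody, and the recovered DNA is sequenced. The authors deposited 1 list of R-loop peaks, which gives the chromosome, start and end of each peak and holds no signal, score or read count. Reads had been adapter trimmed, aligned to the NCBI37/mm9 genome and freed of duplicates before peaks were called with a Hidden Markov Model. The paper's text does not name the rule by which the replicates were combined into 1 list. The values drawn from this list therefore have no replicate error, and the sequencing depth behind each peak is unknown. Peaks were placed on the mm9 sequence and on the GENCODE M1 annotation of that build, and a gene was counted as containing a peak when they overlapped by at least 1 bp. To describe what chance would give, the same peaks were placed at random 100 times, without overlap, on their own chromosomes and outside assembly gaps, and each measure was computed again for every placement. The ranges quoted for random placements describe this list and not the spread between biological replicates. Because the DNA was digested before DRIP, peak edges were compared with restriction sites. Of the 44264 peak edges, 28.3% lay within 100 bp of a site of 1 of the 5 enzymes used, compared to 21.4% of the same edges shifted by 1 kb and 29.5 to 30.7% of the edges of randomly placed peaks. The comparison with random placement reversed when only peaks of at least 1 kb were kept, an alternative chosen after seeing the data, with 33.5% of edges near a site.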

To assess the quality of our R-loop mapping in NSPCs, we visualized raw DRIP-seq signal over the "gold standard" *Rpl13a* and the *Ywhaz* gene promoter regions^21^. Consistent with previous reports in human cells^21^, we detected robust DRIP-seq signal over these regions in mouse NSPCs (Fig. 1B). 

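The windows drawn in Fig. 1B were searched for R-loop peaks. Rpl13a (ENSMUSG00000074129) encodes a ribosomal protein and lies on the minus strand of chromosome 7 from 52380928 to 52391787. Its window of 23.8 kb held 3 peaks, which covered 23.7% of the bases, and 97.8% of 10000 random windows of that length on chromosome 7 held fewer. The peak from 52389046 to 52396275 was the one that overlapped Rpl13a, and it also overlapped Flt3l and Aldh16a1, with its midpoint in an annotated promoter. It overlapped the long transcripts Rpl13a-011 and Rpl13a-201, whereas Rpl13a-001, from 52380928 to 52384118, and Rpl13a-202, from 52380928 to 52384107, contained 0 peaks. Rpl13a-201, from 52386559 to 52391787, shares no base with Rpl13a-001 and nearly matches the limits of Flt3l-001, 52386559 and 52391802. The peak thus lay upstream of the start of Rpl13a-001 on the minus strand. With the peak midpoint in place of any overlap, a choice made after seeing the data, 0 peaks were counted in Rpl13a. Ywhaz (ENSMUSG00000022285), which encodes a 14-3-3 protein, lies on the minus strand of chromosome 15 from 36700525 to 36724302. Its window of 62.7 kb held 5 peaks, and 1.13% of random windows held more. The peaks within the gene numbered 3 and covered 40.0% of it, and the widest of them, 4.27 kb from 36720454 to 36724721, contained the TSS. Within this peak, the 60 bp of the coding strand with the largest excess of G over C lay inside the gene from 36723661 to 36723720, in sequence annotated as promoter, and read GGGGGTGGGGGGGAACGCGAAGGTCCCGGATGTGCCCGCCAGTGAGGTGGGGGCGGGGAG, with 35 G and 11 C. That stretch was picked for its excess of G and was not compared with other sequence. Over the 12 windows of Figs. 1B, 2B, 2C, 4F and 4G, 3 had a one-sided share under 0.05 before adjustment. After Benjamini-Hochberg adjustment over both directions together, 0 did, with a smallest adjusted value of 0.205. The number after adjustment stayed at 0 under each alternative. With 0 peaks, the lowest possible count, the windows of Pou5f1 and Lin28a had shares of 0.897 and 0.743. These windows were too short to show a lack of peaks. The paper uses the signal over these promoter regions to assess the quality of its R-loop mapping.

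**Figure D1:**
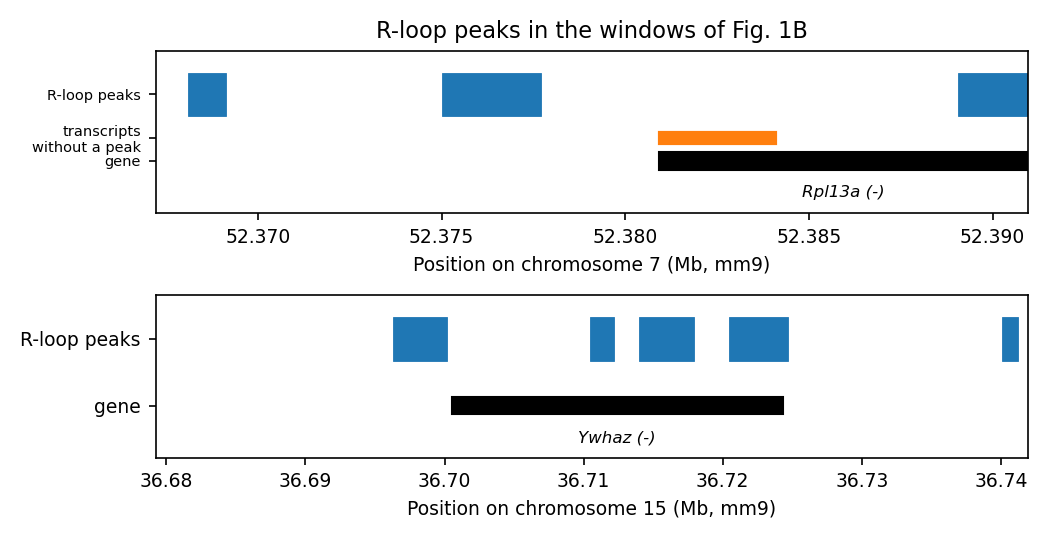
R-loop peaks (blue) and genes (black, strand in brackets) in the windows of Fig. 1B, drawn to scale along chromosomes 7 and 15 in Mb. Rpl13a and its peak run on past the right edge of their window, the orange bar marks the Rpl13a transcripts with 0 peaks, and the Ywhaz peak of 4.27 kb spans the right end of the gene, which is its TSS.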

Visual comparison of raw DRIP-seq signal in the mouse orthologs of human genes known to exhibit R-loops^23,24^ further confirmed the quality of our DRIP-seq analysis and revealed that R-loop formation in these genes is conserved between mice and humans and across cell types (Fig. S1C). Analysis of NSPC DRIP-seq libraries generated from nine DRIP samples prepared from three independent, biological replicates (i.e., three technical repeats per each of the three biological replicates) revealed a total of 22,132 R-loop peaks. 

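The deposited list held 22132 peaks on chromosomes 1 to 19, X and Y. Peaks of at least 1 kb made up 58.7% of the list. Filtering on size moved the number most, to 12992 for peaks of at least 1 kb, while merging peaks closer than 1 kb left 21008. The peaks were clustered along the chromosomes, as 51.8% had a neighbour within 10 kb, compared to 16.8 to 18.4% in the 100 random placements. The median gap between neighbouring peaks was 23.6 kb, shorter than the 71.9 to 74.5 kb of the random placements.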

R-loop peaks covered 1.01 ± 0.45% (mean ± S.D.) of the NSPC genome, which is similar to the extent of R-loop formation reported for other cell types and species^23^.

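The peaks of the single list covered 49.0 Mb of the 2655 Mb of assembled mm9 chromosomes, or 1.85%. Resampling blocks of 1 Mb gave a 95% interval from 1.74 to 1.96%, which reflects the uneven positions of peaks and not differences between replicates. Wide peaks contributed much of the coverage, since 429 peaks of at least 10 kb held 13.2% of the covered bases. Of the blocks of 1 Mb, 16.1% contained no peak. Coverage changed most, to 1.65%, when peaks shorter than 1 kb were left out.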

Further analysis revealed that R-loop peaks in NSPCs are significantly enriched in 5′-UTRs, promoters, introns, exons, transcription termination sites, and 3′-UTRs but are depleted in intergenic regions (Fig. 1C). 

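Each peak midpoint was assigned to an annotation class, with promoters reaching from 1 kb upstream to 100 bp downstream of a TSS, and the share of midpoints was compared with the share of bases in that class. The log2 of observed over expected was 3.20 for 5′-UTRs, on 181 midpoints, and 2.42 for promoters, on 1935 midpoints. It was 1.85 for transcription termination sites, 1.83 for exons and 1.80 for 3′-UTRs. Introns held 51.7% of midpoints and 36.8% of bases, a log2 ratio of 0.49. Intergenic regions held 23.5% of midpoints and 57.2% of bases, a log2 ratio of -1.28. For each class, 0 of the 100 random placements reached a ratio as far from 0 in the same direction. The choice that moved a ratio most was a promoter reaching 2 kb to each side of the TSS, which left 1.90 for 5′-UTRs. The paper states that R-loop peaks are enriched in genic classes and depleted between genes.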

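Of 37273 genes annotated on mm9, 10116 (27.1%) overlapped at least 1 NSPC R-loop peak, more than the 6087 to 6403 genes met in the random placements. Among 22367 protein-coding genes, 8858 (39.6%) contained a peak, and the random placements met 5266 to 5537 of them. A single peak was found in 4822 of these protein-coding genes, 2 to 4 peaks in 3425 and at least 5 peaks in 611. The number of annotated genes fell most, to 8134, with peaks of at least 1 kb, which was an alternative chosen after seeing the data. It was 8323 when the larger part of a peak had to lie inside the gene and 11472 when 2 kb were added to each side.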

Overall, NSPC R-loop peaks were detected in 9020 annotated genes (RefSeq NCBI37/mm9). Next, we assessed the transcriptional activity of genes containing R-loop peaks in NSPCs. Consistent with the notion that transcription promotes R-loop formation, the vast majority (99.17%) of genes containing R-loop peaks was either transcriptionally active (GRO-seq RPKM ≥ 0.025) or showed ambiguous (GRO-seq RPKM ≥ 0.0025 to < 0.025) transcriptional activity. Only 75 (0.83%) of the 9020 genes containing R-loop peaks in NSPCs were transcriptionally inactive (GRO-seq RPKM < 0.0025) (Fig. 1D).

To gain insights into the functions of R-loops and potential relationships to genomic stability in NSPCs undergoing mild replication stress, we further assessed the genomic distribution of DRIP-seq reads. 

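Deposited peaks, not raw signal, were counted at gene ends, and genes were not divided by transcription, which was not used here. The TSS lay inside a peak in 14.9% of 22367 protein-coding genes, compared to 1.88 to 2.35% in the random placements. The share was highest, 15.2%, at 100 bp downstream of the TSS, and it was 4.70% at 10 kb upstream and 6.93% at 10 kb downstream. The TES lay inside a peak in 10.9% of the genes, compared to 1.86 to 2.35% in the random placements. Around the TES, the share was highest, 12.1%, at 1400 bp inside the gene. These counts were chosen after seeing the data, and the alternative that moved them most, all annotated genes in place of protein-coding genes, gave 11.0% at the TSS and 8.12% at the TES.

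**Figure D2:**
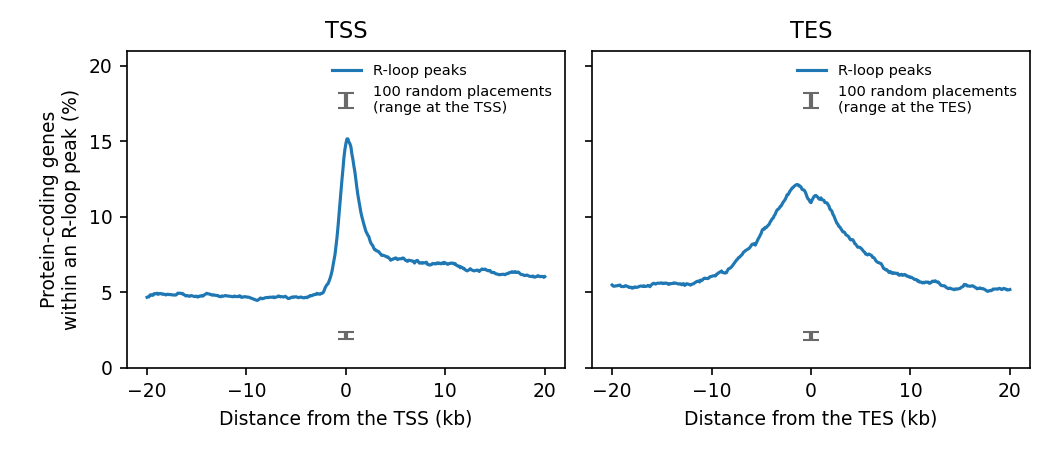
Percent of protein-coding genes that lie within an R-loop peak, against the distance from the TSS (left) and TES (right) in kb, with negative distances upstream. The blue line shows the peaks, which reach 15.2% near the TSS and 12.1% near the TES, and the grey bar shows the range of the 100 random placements at the anchor.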

DRIP-seq signal in NSPCs was present throughout the gene bodies of actively transcribed genes and showed a robust enrichment around the transcription start sites (TSSs) and transcription end sites (TESs) of active genes (Fig. 1E). These findings are consistent with the reported distribution of R-loops in other cell types and their involvement in regulatory functions in these regions^24–29^ and reveal that this distribution persists under mild replication stress in NSPCs.

### Comparative analysis of R-loop formation in NSPCs and embryonic stem cells

To compare our DRIP-seq results from NSPCs with published DRIP-seq data and gain insights into potential, lineage-specific features of R-loop formation, we obtained the deposited FASTQ files from DRIP-seq studies in pluripotent, mouse embryonic stem cells (ESCs)^23^. To enable direct comparisons, we performed all data analysis of NSPC and ESC DRIP-seq under identical bioinformatic conditions. 

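In NSPCs, chromosome 11 had the most R-loop peaks per Mb, 14.4, from 1755 peaks. Chromosome Y had the fewest, 0.0629 per Mb from 1 peak, followed by chromosome X with 1.76 per Mb from 293 peaks, 0.211 times the number its length would give. The autosomes together had 8.83 per Mb. Across the 19 autosomes and X, the number of peaks followed the number of protein-coding genes (Pearson r = 0.827, Spearman rho = 0.901) more closely than chromosome length (r = 0.454, rho = 0.522). These correlations describe 20 chromosomes of 1 list. Without the 2 chromosomes farthest from the median length, r with length was 0.338, and over the autosomes alone, an alternative chosen after seeing the data, it was 0.683. R-loop peaks had a mean size of 2.21 kb (SD 2.73 kb over peaks, SEM 0.0183 kb) and a median of 1.32 kb. The mean rose most, to 3.37 kb, when only peaks of at least 1 kb were kept.

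**Figure D3:**
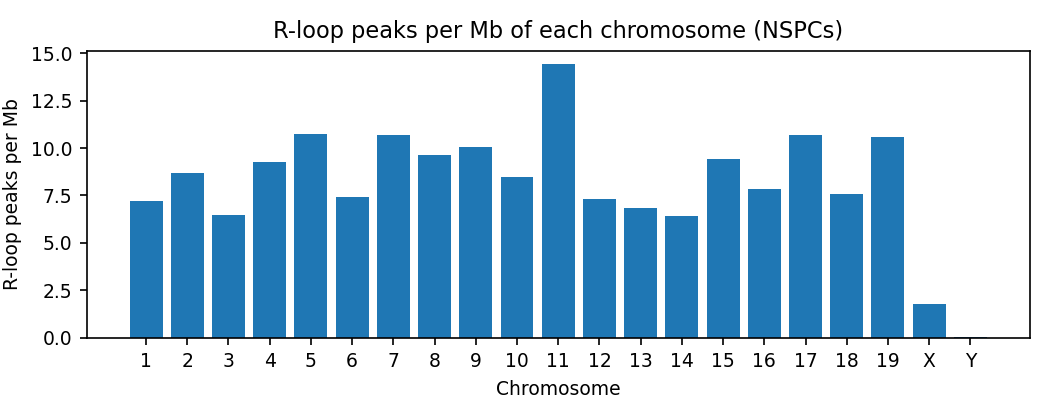
R-loop peaks per Mb on each mouse chromosome, with 1 bar per chromosome and an axis that starts at 0. Chromosome 11 reaches 14.4 per Mb and chromosome X 1.76 per Mb.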

R-loop peaks in aphidicolin-treated NSPCs and untreated ESCs showed a similar distribution across chromosomes (Fig. S2A) and displayed a similar mean R-loop peak size of around 2 kb (NSPC, 2.19 ± 0.05 kb; ESC, 1.95 ± 0.02 kb; mean ± S.E.M) (Fig. S2B). Overall, the ESC DRIP-seq data set contained a slightly higher total number of R-loop peaks (57,751) than detected in the combined NSPC DRIP-seq data, but when normalized via random down-sampling to the total peak number observed in NSPCs, ESCs and NSPCs showed similar absolute R-loop peak numbers and R-loop densities across chromosomes (Fig. S2C and D). As in aphidicolin-treated NSPCs, analysis of R-loop peak distribution in untreated ESCs revealed enrichment in 5′-UTRs, promoters, introns, exons, transcription termination sites, and 3′-UTRs, and depletion in intergenic regions (Fig. S2E).

Next, we asked if R-loops in NSPCs are associated with genes involved in specific cellular functions and processes. To this end, we determined which genes show ≥ 1 R-loop peak in both ESCs and NSPCs ("common"), or ≥ 1 R-loop peak uniquely in either cell type ("ESC unique"; "NSPC unique") (Fig. 2A). The group of "common" R-loop genes contained 7127 genes, representing 66.98% and 84.54% of active genes with R-loops in ESC and NSPCs, respectively. 1303 genes (15.46%) were unique to NSPCs, and 3514 genes (33.02%) were unique to ESCs (Fig. 2A). 

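Pou3f3 (ENSMUSG00000045515), a transcription factor gene on the plus strand of chromosome 1 from 42753991 to 42757052, contained 0 NSPC R-loop peaks within its limits. The nearest peak, 6.49 kb wide from 42747242 to 42753729, ended 262 bp upstream of the TSS. Its midpoint was intergenic, and 739 bp of it were annotated as promoter. Adding 2 kb to each side of the gene, a choice made after seeing the data, counted it. Mrps9 (ENSMUSG00000060679), on the plus strand from 42908078 to 42962527, contained 0 peaks, and the nearest one started 50221 bp from the gene. The window of 484 kb drawn around both genes held 7 peaks that covered 4.20% of it, and 79.5% of random windows on chromosome 1 held fewer. Transcription and ESC peaks were not analysed here.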

Figure 2B shows examples, with *mitochondrial ribosomal protein 9* (*MrpS9*) being actively transcribed and forming R-loops in ESCs and *Pou3f3* (also known as *Brain-1*), a gene with roles in brain development^30^ and intellectual disability^31^ being unique to NSPCs. 

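In NSPCs, Pou5f1 (ENSMUSG00000024406) contained 0 R-loop peaks between its limits on the plus strand of chromosome 17, 35642982 and 35647721, and the nearest peak lay 38417 bp away. Lin28a (ENSMUSG00000050966), on the minus strand of chromosome 4 from 133559245 to 133574756, also contained 0 peaks, with the nearest 20483 bp away. The absence of a peak around such short windows is common in the list, since 89.7% of random windows as long as the one drawn for Pou5f1 and 74.3% of those as long as the one drawn for Lin28a held 0 peaks on the same chromosome.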

Core ESC transcriptional factors such as *Pou5f1* and *Lin28A* were unique to ESCs (Fig. 2C). 

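A single NSPC R-loop peak of 7.82 kb, from 22412286 to 22420105 on chromosome 4, covered all of Pou3f2 (ENSMUSG00000052621), whose limits are 22413791 and 22415480 on the minus strand. The window of 24.3 kb drawn around the gene held 2 peaks, and 94.8% of random windows on chromosome 4 held fewer. Because the peak is wider than the gene, its midpoint lay in the promoter, and 0 peaks were counted when the midpoint had to fall inside the gene, an alternative chosen after seeing the data. A G-rich stretch was again picked within the peak without comparison to other sequence, and it lay upstream of the gene. The stretch of 60 bp with the largest excess of G over C on the coding strand of this peak, from 22419907 to 22419966, was intergenic and read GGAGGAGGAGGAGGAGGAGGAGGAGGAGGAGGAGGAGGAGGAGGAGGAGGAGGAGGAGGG, with 41 G and 0 C.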

*Pou3f2* (*Brain-2*), a gene involved in the establishment of neural cell lineage, neocortical development and associated with psychiatric disorders^32,33^ was unique to NSPCs (Fig. 2C). Notably *Pou3f3/Brain-1* acts synergistically with *Sox11* and *Sox4* in neural development and we find that both show robust R-loop formation in NSPCs (Fig. S3A). Moreover, R-loops in *Pou3f3/Brain-1* extended into the neighboring *Pantr1* (*Pou3f3 adjacent non-coding transcript 1*) gene, which encodes a long non-coding RNA implicated in glioma development^34^.

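Sox11 (ENSMUSG00000063632) lies on the minus strand of chromosome 12 from 28025562 to 28027574, and a peak of 3.94 kb from 28025652 to 28029594 covered 95.5% of it and its TSS. Sox4 (ENSMUSG00000076431) lies on the minus strand of chromosome 13 from 29040788 to 29045582, and a peak of 4.69 kb from 29041138 to 29045831 covered 92.7% of it and its TSS. The midpoint of each peak was annotated as promoter. For Sox11 it lay outside the gene, so that 0 peaks were counted by midpoint, an alternative chosen after seeing the data.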

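Pantr1 appears in the mm9 annotation as 2610017I09Rik (ENSMUSG00000060424), on the minus strand of chromosome 1 from 42705223 to 42723757. The peak list held 0 peaks within these limits or within 2 kb of them. The nearest peak, 3.88 kb wide from 42741099 to 42744976, lay 17342 bp from the gene, between it and Pou3f3, in sequence annotated as intergenic.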

**Figure 2:**
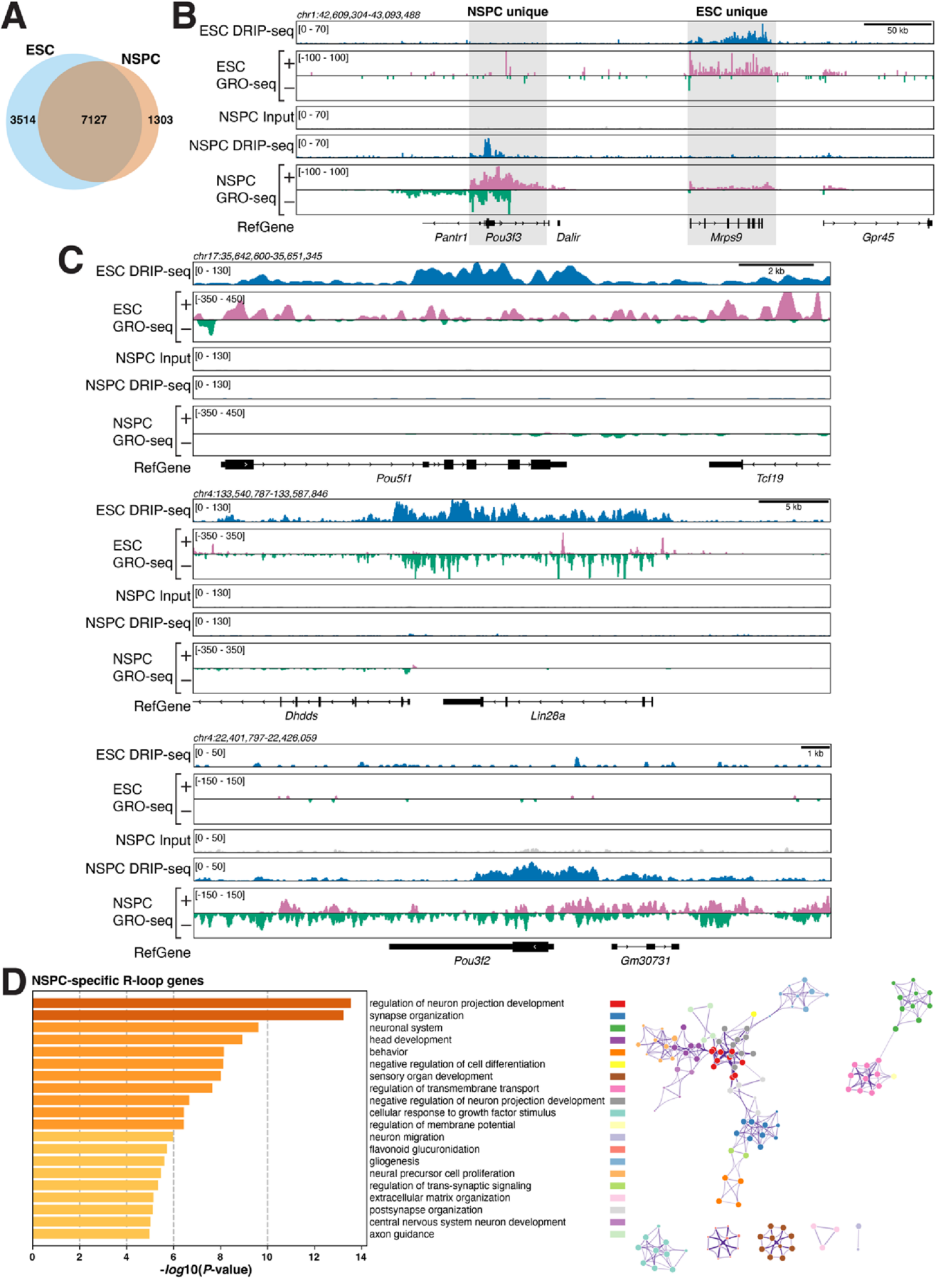
The landscape of R-loop formation in NSPCs suggests roles in lineage-specific processes. (**A**) Venn diagram showing the number of common and unique genes with R-loop peaks in ESCs and NSPCs under mild replication stress. (**B**) Examples of genes forming R-loops in NSPCs or in ESCs. RPKM-normalized DRIP-seq and GRO-seq signals and RefSeq genes are shown. (**C**) Lineage-specific genes form R-loops in ESCs and NSPCs, illustrated as in (**B**). (**D**) *Left*, gene ontology (GO) analysis of NSPC-specific R-loop genes. Bars show significantly enriched GO terms and are colored by *P* values in *log* base 10. The Top 20 clusters are shown. *Right*, network visualization of the enriched terms shown on left, colored by cluster ID. Nodes sharing the same cluster ID are close to each other.

To assess the overall implications of R-loop formation within genes in the common, ESC- unique, and NSPC-unique sets, we performed pathway and process enrichment analyses (Figs. 2D and S3B-C). Strikingly, we found that genes with unique R-loop formation in NSPCs were significantly enriched in processes related to neural development and function (Fig. 2D). In stark contrast, shared R-loop genes were enriched for general biological processes (Fig. S3B) and genes in the ESC-specific set showed enrichment of more general cellular processes, including DNA repair, cell cycle, and DNA replication (Fig. S3C). Given the association between transcription and R-loop formation, we expected that similar results would be observed when considering genes just based on their transcriptional activity, *i.e.*, regardless of R-loop status. Analysis of GRO-seq data revealed 778 genes with unique, active transcription (GRO-seq RPKM ≥ 0.025) in NSPCs (Fig. S3D). This set of genes showed enrichment for processes related to neural development and function but less so than the set of genes with R-loops unique to NSPCs, with fewer terms clearly related to neural function and development (Figs. 2D and S3E).

Most of the differences in R-loop peaks between the two cell types are likely due to differences in transcription (Fig. 2B,C). However, some genes with similar rates of transcription in both NSPCs and ESCs show strikingly different levels of R-loops (Fig. S4). Although beyond the scope of our current study, it will be informative to elucidate why these genes show a decoupling of R-loop formation and rate of transcription. Specifically, 1034 of 1303 (79.36%) genes with R-loops only in NSPCs show a higher transcription rate in NSPCs than in ESCs. 35 genes (2.69%) of genes with NSPC-specific R-loop peaks are transcribed at similar levels (± 5% transcriptional activity as measured by GRO-seq RPKM) in ESCs, and 234 (17.96%) genes with R-loop peaks in NSPCs showed higher transcription, but no R-loop peaks, in ESCs. Similarly, of the 3514 genes with R-loop peaks specific to ESCs, 957 (27.23%) show higher transcription in NSPCs, 165 (4.70%) display similar rates of transcription in both cell lineages, and most genes with ESC-specific R-loop peaks (2392; 68.07%) show higher transcriptional activity in ESCs.

Overall, our comparative analysis of R-loop signal in NSPCs and ESCs points to potential, lineage-specific functions of R-loops and suggests that perturbation of R-loop formation in NSPCs may impact neural processes and development, given the association between R-loop formation and transcription of cell type-specific genes.

### Factors associated with R-loop formation

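Gene length was compared over all annotated genes, because transcription was not used here. Genes with an NSPC R-loop peak had a mean length of 63.3 ± 1.39 kb (SEM over 10116 genes) and a median of 23.9 kb, and the 27157 genes without a peak had a mean of 17.02 ± 0.324 kb (SEM) and a median of 1.94 kb. Among protein-coding genes, the means were 69.2 ± 1.56 kb and 29.9 ± 0.611 kb. A long gene is a larger target, so the difference was set against random placement of the same peaks. The mean log2 length was higher by 3.27 in genes with a peak, whereas placed peaks gave a difference of 3.98 to 4.14, and 100 of the 100 placements gave one as large. Restricting the comparison to protein-coding genes moved it most, to 1.69, and there too it was smaller than the 2.62 to 2.73 of the placements.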

Active genes containing R-loop peaks in NSPCs were significantly longer than active genes without R-loops, with an average gene length of 62.68 ± 1.39 kb (S.E.M.) and 38.7 ± 0.98 kb (S.E.M.), respectively (Fig. 3A). Notably, this difference in length persisted when we only compared genes with or without R-loops that showed a similar rate of transcription (Fig. 3B). Consistent with this observation, R-loop peak-containing genes in ESCs were longer than genes without R-loops (54.58 ± 0.98 kb vs. 36 ± 1.26 kb; mean ±  S.E.M.; Fig. S5A) and, again, this length difference persisted when comparing only transcription rate-matched genes with or without R-loops in ESCs (Fig. S5B). As a group, active genes with R-loop peaks showed a significantly higher level of transcription than active genes without R-loop peaks in both NSPCs undergoing mild replication stress (Fig. 3C) and ESCs under basal conditions (Fig. S5C). These findings indicate that in both NSPCs and ESCs, R-loop-forming genes are generally longer and more actively transcribed than genes without R-loops.

**Figure 3:**
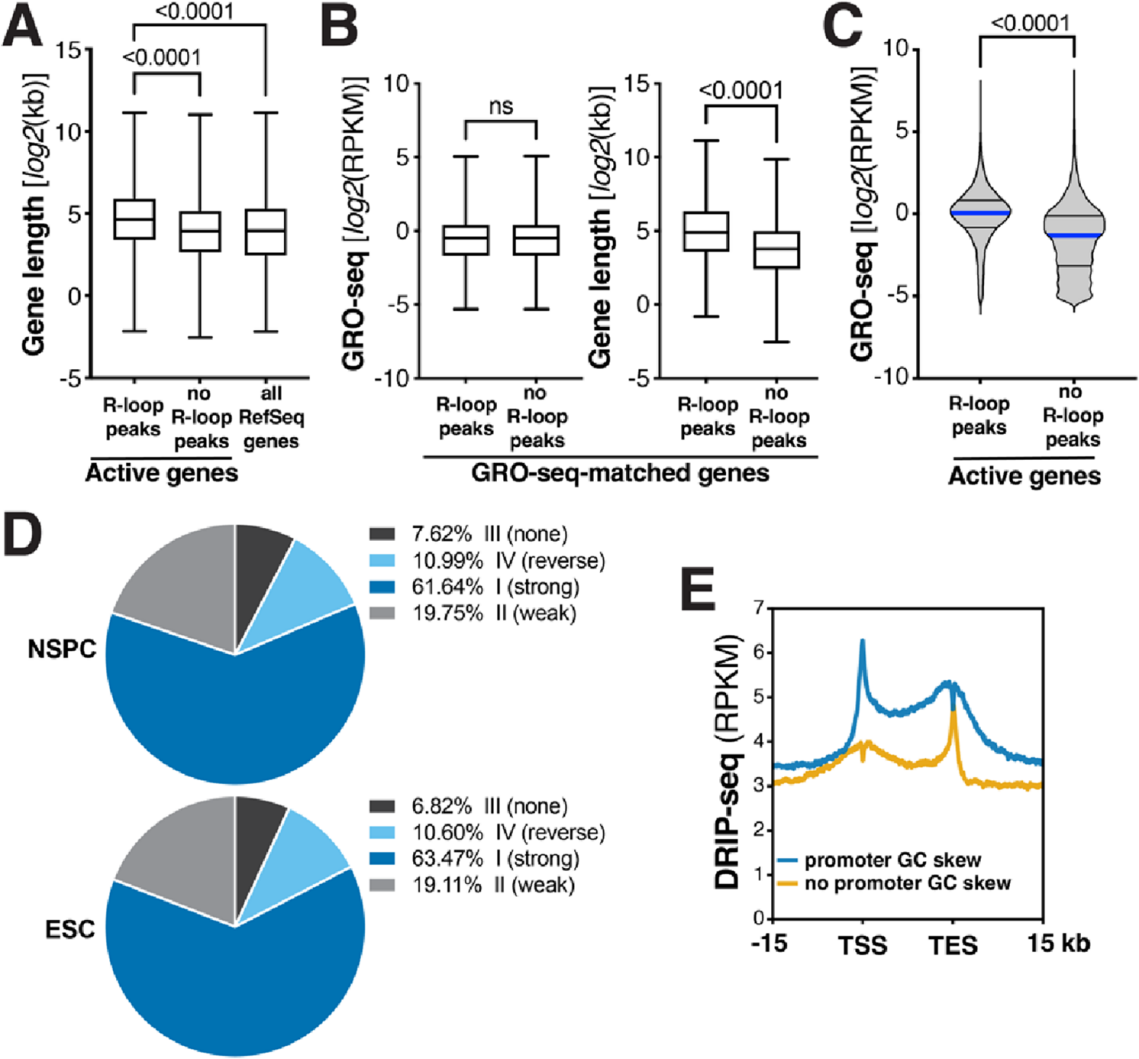
Factors promoting R-loop formation in NSPCs. (**A**) Box-and-whiskers plot showing gene length of active genes with (*n* = 8430) or without (*n* = 7093) R-loop peaks in NSPCs and all RefSeq genes (*n* = 22,735), for comparison. *P* values were determined by one-way ANOVA with Tukey’s post hoc correction. (**B**) Comparison of gene length of transcription rate-matched genes (*n* = 3255) with or without R-loop peaks in NSPCs (*P* < 0.0001; *ns,* not significant; Mann–Whitney U test). (**C**) Transcriptional activity of active genes with (*n* = 8430) or without (*n* = 7093) R-loops in NSPCs. *P* < 0.0001, Mann–Whitney U test. (**D**) Pie charts showing distribution of genes with R-loop peaks in NSPCs (*top*) or ESCs (*bottom*) across the indicated classes of GC skew, showing that most genes with R-loops exhibit GC skew. (**E**) Metaplot analysis of RPKM-normalized raw DRIP-seq signal across the TSS, gene body, and TES of active NSPC genes with (blue, *n* = 7079) or without GC skew (yellow, *n* = 8449) in the promoter region.

For reasons we do not currently understand, genes with R-loop peaks unique to NSPCs were on average significantly longer than genes with R-loops common to both cell types and genes with R-loop peaks unique to ESCs (Fig. S5D) and showed a significantly lower rate of transcription than either group of genes with R-loops (Fig. S5D). To assess this further, we compared the length of all actively transcribed genes (GRO-seq RPKM ≥ 0.025) in NSPCs (*n* = 15,528) and ESCs (*n* = 16,683). We found that actively transcribed genes in NSPCs are, on average, longer than actively transcribed genes in ESCs (51.72 ± 0.88 kb vs. 47.85 ± 0.77 kb; mean ±  S.E.M; *P* < 0.01, Mann–Whitney U test). Thus, one factor contributing to the greater length of genes with NSPC-specific R-loops may be that long genes are an expression feature of neural cells^35^.

To further assess factors contributing to R-loop formation in NSPCs, we used a 4-state hidden-Markov model (StochHMM)^25,26^ to predict GC skew regions in the mouse genome. After identifying regions with GC skew, R-loop peak-containing genes in NSPCs were clustered into four skew classes (strong skew, weak skew, no skew, and reverse skew)^25,26^. This analysis revealed that most R-loop-forming genes show GC skew, with only a minority (7.62%) exhibiting no GC skew (Fig. 3D, *Top*). 

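The skew classes of the SkewR pipeline were not rebuilt here. Instead, GC skew, the excess of G over C on the coding strand divided by their sum, was computed for the first 1 kb after the TSS of each protein-coding gene, a measure chosen after seeing the data. It averaged 0.0528 (SD 0.0991 over genes) in the 8858 genes with a peak and 0.0223 (SD 0.106) in the 13509 genes without one. Skew was positive in 72.3% of the former and 60.0% of the latter. The difference in means of 0.0305 was larger than in all 100 random placements, which gave 0.0145 to 0.0199. It moved most, to 0.0282, with the first 2 kb. From the skew classes, the paper states that most R-loop-forming genes show GC skew.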

Genes with R-loop peaks in ESCs showed a similar distribution across the four skew classes (Fig. 3D, *Bottom*), suggesting that—regardless of replication stress and cell type—GC skew is a universal feature of R-loop-forming genes, which is also supported by findings in human cells^25^.

To determine the impact of GC skew within the promoter region (± 2 kb of TSS) on R-loop formation in NSPCs, we divided all 15,528 genes that are actively transcribed in NSPCs into two groups; one group contained genes with GC skew within the promoter region (7079 genes), whereas the other group contained genes without GC skew within the promoter region (8449 genes). We then plotted the reads per kilobase per million (RPKM)-normalized DRIP-seq signal over these two groups of genes. Strikingly, genes with GC skew within 2 kb of the TSS showed a stronger DRIP-seq signal at the TSS and over the entire gene body and TES than genes without GC skew within the promoter region (Fig. 3E). In contrast, the latter group of genes showed a robust peak at the TES (Fig. 3E). We do not know why genes without TSS-proximal GC skew show extensive R-loop signal at the TES. One potential explanation may be that these genes rely more heavily on R-loop-mediated RNAPII pausing at their 3′ end^36^.

Together, our results reveal that gene length and rate of transcription are factors associated with R-loop formation and that GC skew in the promoter region is a strong predictor of overall R-loop formation throughout genes in NSPCs.

### Interplay between R-loop formation and DNA breakpoints in NSPCs

We previously reported that breakpoint junctions are enriched around active TSSs in NSPCs^9^. To evaluate a potential role of R-loops in promoting this class of DSBs, we compared the gene length-normalized R-loop peak density of active genes of average length (i.e., 5.49–25.49 kb) containing an HTGTS junctions within two kb of the TSS ("Class A") and those of the most robust RDC-genes containing at least one R-loop peak ("Class B"), respectively (Fig. 4A). 

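R-loop peak density was computed as peaks per kb of gene length. Breakpoint junctions and transcription were not used here, so genes of average length are all protein-coding genes of 5.49 to 25.49 kb. Of 7872 such genes, 3204 contained a peak, and their median log2 density was -3.23. Fig. 4E lists 27 RDC-genes with a mean length of 904 kb, of which 23 contained at least 1 peak, with a median log2 density of -8.24. Among the 27, 4 contained at least 10 peaks and 8 at most 1, counted over the whole gene and not near breakpoint junctions as in Fig. 4E. The number with at least 1 peak moved most, to 14, when only peaks of at least 1 kb were kept, an alternative chosen after seeing the data. A gene with at least 1 peak cannot have a density below 1 over its length, and for peaks placed at random the median was -3.93 to -3.81 in the short genes. Of the 9 RDC-genes named in the paper's text and legends, 7 contained a peak, with an observed median of -7.94, and those met by a placed peak had medians of -7.33 to -6.34.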

Actively transcribed NSPC genes of average gene length with TSS-proximal breakpoint junctions displayed a significantly higher R-loop peak density than RDC-genes (Fig. 4A). However, these results do not reveal whether R-loops or transcription per se contribute to the formation of TSS-proximal DSBs. To shed light on this, we compared the R-loop peak density of genes with TSS-proximal DSBs detected by HTGTS (Class A; see Fig. S6 for examples) with a set of genes matched for rate of transcription and containing at least one R-loop peak (Set A'; Fig. 4B). These sets of genes showed similar R-loop peak density (Fig. 4B), suggesting that R-loop de-regulation or processing rather than R-loop levels per se may be relevant for TSS-proximal DSB formation.

**Figure 4:**
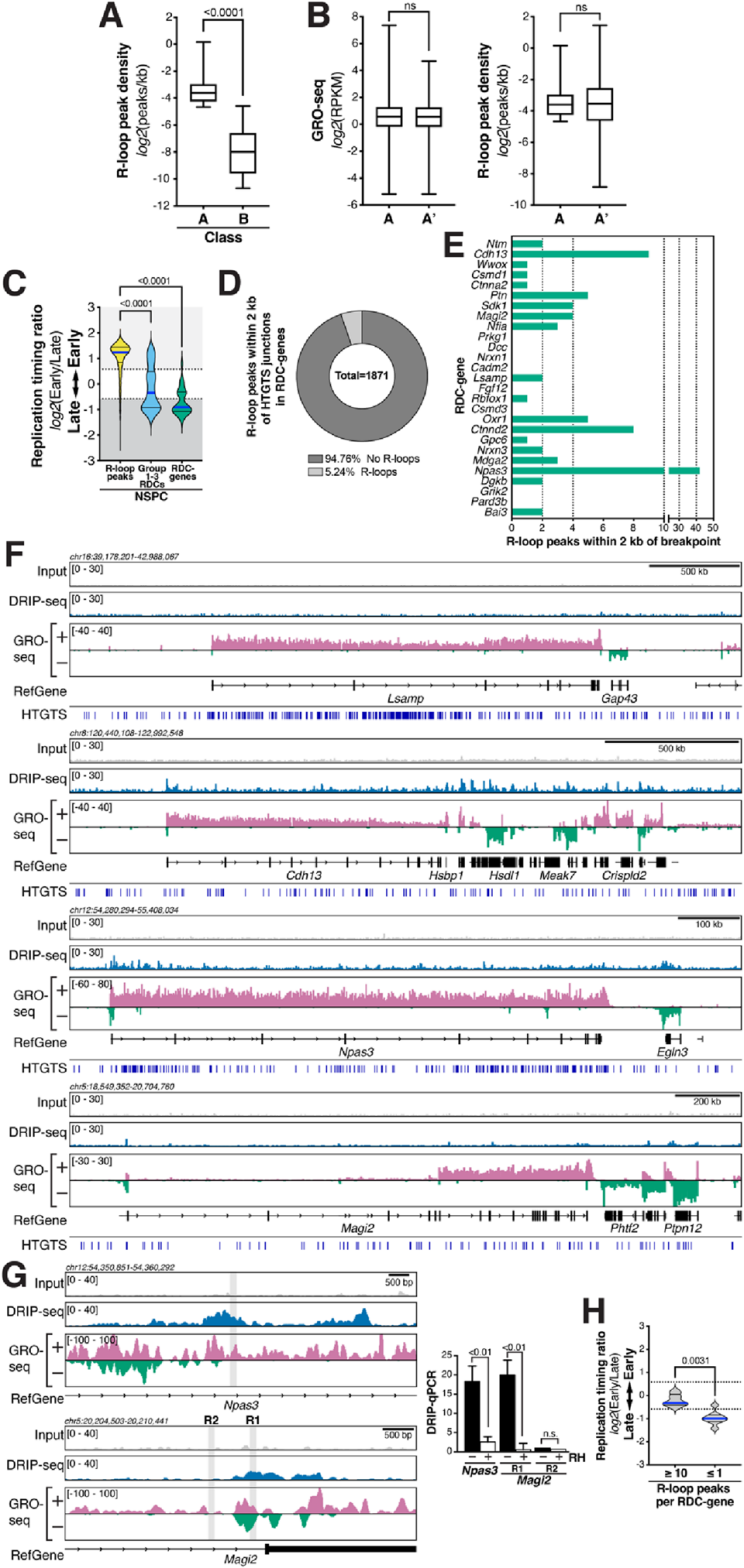
R-loops form in early-replicating regions with TSS-proximal DSBs, but RDC-genes are not prone to R-loop formation in NSPCs undergoing mild replication stress. (**A**) NSPC genes with TSS-proximal (± 2 kb) breakpoint junctions ("A", *n* = 382) show a significantly higher R-loop peak density than RDC-genes with R-loop peaks ("B", *n* = 23) overall. Whiskers show minimum and maximum values; top and bottom edges of boxplots correspond to 25th and 75th percentiles, respectively; horizontal lines indicate the median. *P* value was determined by the Mann–Whitney U test. (**B**) *Left*, Transcriptional activity of class A (*n* = 382) and transcription-matched gene set A' (*n* = 367); *Right*, Box-and-whisker plots of R-loop peak density in the two groups. Plot details are as in (A). (**C**) Violin plots showing the frequency distribution of replication timing ratios of all R-loop peaks (*n* = 22,132), Group 1–3 RDCs (*n* = 113), and the set of 27 RDC-genes in NSPCs. Median (blue line) and quartile lines (black) are shown. *P* values were determined by one-way ANOVA with Tukey’s post hoc correction. (**D**) Parts-of-whole graph showing fraction of RDC-gene HTGTS junctions that fall within two kb of an R-loop peak. (**E**) Bar graphs indicating numbers of R-loop peaks within two kb of a breakpoint junction in RDC-genes in NSPCs. (**F**) RPKM-normalized DRIP-seq signal over the indicated RDC-genes. Combined signal from DRIP samples and matching input controls from three biological replicates of aphidicolin-treated NSPCs is plotted. RPKM-normalized NSPC GRO-seq signal is shown to indicate transcription. RefSeq genes are shown in black. DSB junctions detected in NSPCs via HTGTS are indicated. (**G**) *Left*, zoomed-in visualization of DRIP-seq signal in RDC-genes *Npas3* (*top*) and *Magi2* (*bottom*), as in (**F**). Grey rectangles indicate regions analyzed by DRIP-qPCR. *Right*, DRIP-qPCR analysis using primers located in the regions shown on left in *Npas3* and *Magi2* [with (R1) or without (R2, negative control) R-loop peak signal]. Where indicated, samples were treated with RNase H (RH) prior to DRIP. Treatment with RNase H significantly suppressed the DRIP-qPCR signal, consistent with R-loop formation in the tested regions. DRIP-qPCR signal intensity (mean ±  S.E.M) shows fold enrichment over the *Snrpn* negative control region. *P* values were determined by two-tailed, unpaired *t* test; ns, not significant. (**H**) RDC-genes with ≥ 10 R-loop peaks (*n* = 5) show a significantly earlier replication timing than RDC-genes with ≤ 1 R-loop peak (*n* = 8). Violin plots show the frequency distribution of replication timing ratios in the two subsets of RDC-genes. Median (blue line) and quartile lines (black) are shown. *P* value was determined by the Mann–Whitney U test.

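In the window of Fig. 4G drawn in Npas3, 9.44 kb long, a peak of 6.14 kb from 54353032 to 54359173 on chromosome 12 lay in an intron and covered 65.0% of the window. The 60 bp of its coding strand with the largest excess of G over C, from 54353107 to 54353166, read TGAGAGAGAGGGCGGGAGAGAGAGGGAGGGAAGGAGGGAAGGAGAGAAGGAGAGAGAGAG, with 35 G and 1 C. In the Magi2 window, 5.94 kb long, a peak of 1.46 kb from 20207373 to 20208829 on chromosome 5 had its midpoint in an annotated promoter near the end of the gene, and 64.2% of its bases were G or C. Its stretch of largest excess, from 20207711 to 20207770, read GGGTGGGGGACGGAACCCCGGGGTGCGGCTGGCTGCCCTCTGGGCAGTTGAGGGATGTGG, with 31 G and 13 C. Both stretches were picked for their excess of G and were not compared with other sequence. DRIP-qPCR values were not analysed here.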

To further consider a potential involvement of R-loop formation in the various, recurrent classes of DSBs in NSPCs, we next examined the replication timing of R-loop peaks. R-loop peaks in NSPCs undergoing mild replication stress were present in early-replicating regions and showed, on average, a significantly earlier replication timing than Group 1–3 RDCs or the most robust 27 RDC-genes^6,7^ (Fig. 4C). These findings were corroborated in ESCs, where R-loop peaks showed a significantly earlier replication timing than the set of RDC candidates in ESCs^8^ (Fig. S7A). Notably, the replication timing of R-loop peaks in aphidicolin-treated NSPCs and untreated ESCs did not differ significantly (Fig. S7B). These findings suggest that R-loop peaks preferentially occur in early-replicating regions of the genome in these two types of stem cells.

Next, we examined the formation of R-loops in the 27 RDC-genes^6^. To this end, we determined the number of R-loop peaks within two kb of HTGTS breakpoint junctions (Fig. 4D). Strikingly, within the most robust 27 RDC-genes, only 98 out of 1871 breakpoint regions (5.24%) contained an R-loop peak, whereas the vast majority (94.76%) of all RDC-gene breakpoint regions did not show R-loop formation (Fig. 4D). To reveal potential differences in R-loop formation among the 27 RDC-genes, we determined the number of R-loop peaks within two kb of HTGTS breakpoints in each RDC-gene. Whereas some RDC-genes contained few to no R-loop peaks within two kb of an HTGTS junction, we noticed a range of R-loop formation, with *Npas3*, *Ctnnd2*, and *Cdh13* containing the most R-loop peaks (Fig. 4E,F). 

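Peaks were counted over the whole annotated gene, since breakpoint junctions were not used here. Npas3 (ENSMUSG00000021010), 823 kb on the plus strand of chromosome 12 from 54349664 to 55173162, contained 25 peaks that covered 5.03% of it. Of these, 9 had their midpoint in the first of 10 equal parts of the gene, and 1 covered the TSS. Cdh13 (ENSMUSG00000031841), 1041 kb on the plus strand of chromosome 8 from 120807633 to 121848821, contained 23 peaks that covered 3.86%, with sizes from 0.115 to 4.69 kb. Ctnnd2 (ENSMUSG00000022240), 857 kb on the plus strand of chromosome 15 from 30102348 to 30959066, contained 13 peaks that covered 2.28%, and 0 of them covered the TSS. Midpoints lay in introns for 23 of the peaks in Npas3, 22 in Cdh13 and all in Ctnnd2. With only peaks of at least 1 kb, a size chosen for these genes after seeing the data, Npas3 had 18, Cdh13 14 and Ctnnd2 9. Magi2, another RDC-gene shown in Fig. 4F, contained 6 peaks over 1478 kb. The next of the RDC-genes in Fig. 4E by number of peaks was Ntm with 10. In the windows of Fig. 4F, Npas3 had 32 peaks, and 2.18% of random windows on chromosome 12 held more. Cdh13 had 53, and 85.9% of random windows on chromosome 8 held fewer. The Magi2 window went the other way, with 9 peaks, and 63.6% of random windows on chromosome 5 held more.

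**Figure D4:**
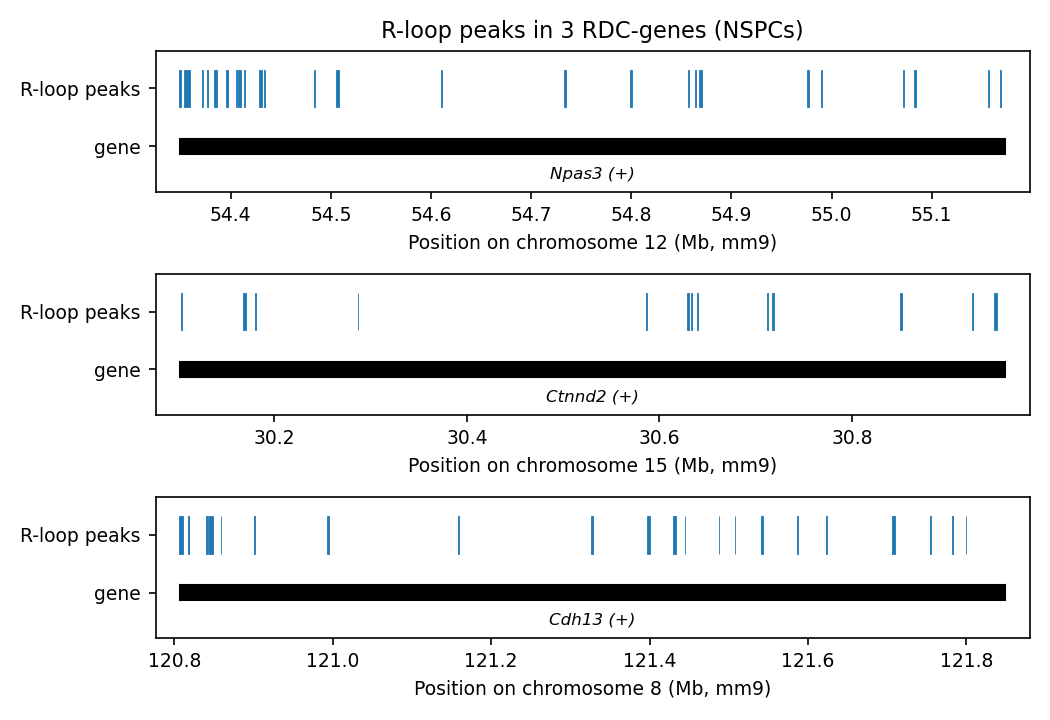
R-loop peaks (blue) along Npas3, Ctnnd2 and Cdh13 (black), each drawn to scale against the position on its chromosome in Mb. Of the 25 peaks of Npas3, 9 have their midpoint in the first of 10 equal parts at the left, as do 3 of the 13 peaks of Ctnnd2 and 7 of the 23 of Cdh13.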

DRIP-qPCR analysis confirmed the formation of R-loops (Fig. 4G).

RDCs in long neural genes tend to occur in large introns. Given the extensive splicing of transcripts of RDC-genes such as *Nrxn1* and *Nrxn3*, we hypothesized that co-transcriptional splicing of such large introns may make these genes prone to R-loop formation via reannealing of the nascent transcripts to the DNA. 

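Nrxn3 (ENSMUSG00000066392) spans 1612 kb on the plus strand of chromosome 12 from 89961320 to 91573375 and contained 2 peaks, which covered 0.0519% of its length. The peaks were 0.508 kb wide from 90405614 to 90406121 and 0.329 kb wide from 90720143 to 90720471, both in introns. Keeping only peaks of at least 1 kb, a choice made for single genes after seeing the data, left 0 peaks in Nrxn3.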

To our surprise, however, neither *Nrxn1* nor *Nrxn3* showed extensive R-loop formation (Fig. 4E), suggesting that RDCs in these long neural genes are not associated with a propensity for R-loop formation, even in the presence of mild replication stress. In the latter context, we had hypothesized that late replication timing would promote R-loop formation via transcription/replication collisions. However, RDC-genes with the highest number of R-loop peaks showed significantly earlier replication timing than RDC-genes with the lowest number of R-loop peaks (Fig. 4H), suggesting that R-loops may contribute to DSBs in some RDC-genes. But surprisingly, we did not find abundant R-loop formation in the RDC-genes with the highest DSB density, indicating that R-loops are not a major driver of RDC formation in these long, late-replicating genes under mild replication stress conditions.

Overall, our investigation of R-loop distribution in NSPCs under the same mild replication stress conditions under which recurrent classes of DSBs have been identified supports the notion that TSS-associated DSBs and DSBs in the gene bodies of long, transcribed neural genes are caused by different mechanisms, with the former class potentially being affected by processes related to R-loop formation and processing, consistent with findings in other cell types^24,37,38^.

## Discussion

The primary goal of our study was to investigate the relationship between R-loop distribution and the recurrent classes of DSBs identified under conditions of mild replication stress in NSPCs. A limitation of our study is that we do not know which R-loops are present at baseline, *i.e*., in the absence of aphidicolin-induced replication stress, in NSPCs. It will clearly be of interest to perform further studies of the effects of replication stress and related genetic factors on the spectrum and distribution of R-loops.

Our findings demonstrate that under mild replication stress, primary NSPCs show R-loop enrichment at TSSs and TESs (Fig. 1E), consistent with a role of R-loops in regulation of gene expression and transcription termination^13,25,29,39^. We find that NSPCs undergoing mild replication stress share a common set of R-loop-containing genes with ESCs but also contain a substantial fraction of unique R-loop genes (Fig. 2A). These latter findings suggest potential cell lineage-specific role of R-loops. Indeed, we find that NSPC-specific R-loop genes are significantly enriched in genes with functions in neural development and neural function (Fig. 2D).

Further studies of R-loop biology in neural progenitors may reveal important insights into processes ranging from neurodevelopment to neurological diseases. Factors modulating R-loop formation may play roles in the generation of somatic alterations during neurodevelopment, which may affect the extent of somatic brain mosaicism and occurrence of brain disorders. In the latter context, mutations in R-loop processing factors cause neurological disease in humans. Based on our finding of R-loop formation in genes with neural functions, we speculate that R-loop-mediated neurological disorders may have a previously unanticipated neurodevelopmental etiology at the level of neural progenitors—for example by affecting genomic stability or function of epigenetic R-loop readers^39^. On a related note, DNA damage caused by augmented R-loop formation has been proposed as a unifying mechanism for myelodysplastic syndromes induced by splicing factor mutations^40^. Based on our work here, it is possible that splicing factor mutations promote neurological disorders via increased R-loop formation and DNA damage in neural progenitors. R-loops have been further suggested to promote the instability of pathogenic repeat sequences in trinucleotide repeat-associated neurological diseases such as Huntington's disease^41–44^. *Huntingtin* (*Htt*) can form R-loops when transcribed in vitro^41–44^. 

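Htt (ENSMUSG00000029104), on the plus strand of chromosome 5 from 35104389 to 35255183, contained 5 peaks that covered 7.32% of its 151 kb. A peak of 1.76 kb from 35103601 to 35105364 covered the TSS. The widest, 5.65 kb from 35125193 to 35130841, lay 20.8 kb from the TSS, and the last, 3.34 kb from 35248831 to 35252169, lay near the other end. Both had their midpoint in an intron and overlapped exons. With only peaks of at least 1 kb, chosen after seeing the data, the count was 3.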

Our DRIP-seq analysis reveals that *Htt* forms R-loops in vivo in NSPCs (Fig. S8A), suggesting potential contributions of R-loops to Huntington's disease pathology.

Moreover, R-loops have recently been implicated in the etiology of *Embryonal Tumor with Multilayered Rosettes*, a malignant brain tumor almost exclusively affecting young children, via induction of DNA breaks^45^. Our findings that R-loops associate with DSBs in NSPCs may suggest a role in the etiology of brain tumors more broadly. Indeed, several of the R-loop-forming genes we identified in NSPCs show rearrangements and mutations in human low-grade and high-grade gliomas, including *Raf1*, *Daxx*, *Fgfr1*, *Lztr1*, *and H3F3A* (Fig. S8B)^46–48^, which warrants further studies of the role of R-loops in brain cancer development.

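Fgfr1 (ENSMUSG00000031565), 62.1 kb on the plus strand of chromosome 8 from 26624126 to 26686186, contained 9 peaks that covered 31.5% of it. Daxx, 6.18 kb on chromosome 17 from 34046359, contained a peak over its TSS and another over its end, from 34051357 to 34057463, which also overlapped Tapbp and Zbtb22. Both Daxx peaks had their midpoint outside the gene. Lztr1 and H3f3a contained 1 peak each, of 2.23 kb on chromosome 16 from 17522488 to 17524716 and of 8.07 kb on chromosome 1 from 182732251 to 182740317. The midpoint of the peak in Lztr1 was intronic, and 1298 bp of it were exonic. The peak in H3f3a covered 61.5% of that gene.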

Several classes of recurrent DSBs have been discovered in neural progenitor cells^4,6,7,9^. However, the underlying mechanistic causes of these recurrent DSBs are unclear. We had hypothesized that R-loops contribute to RDC formation in long neural genes based on several considerations: (*1*) R-loops can form at sites of RNA polymerase pausing caused by transcription-replication machinery collisions^13,22,27^; (*2*) long neural genes that form RDCs undergo extensive co-transcriptional splicing and pre-mRNA processing^49^, which can induce DSBs via R-loop formation^50^; and (*3*) earlier work has implicated R-loop formation in common fragile site formation within a subset of large human genes, based on slot blot hybridization experiments in the *FHIT* locus^12^. Thus, we were surprised to find that R-loops do not preferentially and robustly form in RDCs-genes that undergo extensive splicing—such as *Nrxn1* and *Nrnx3*—nor in *Lsamp* (Fig. 4E,F), one of the most robust RDCs in mouse NSPCs and human cells^6,11^.

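Lsamp (ENSMUSG00000061080), 649 kb on the plus strand of chromosome 16 from 41532971 to 42181792, contained 2 peaks of 0.620 and 0.302 kb, which covered 0.142% of it. The first, from 41533377 to 41533996, started 406 bp from the TSS. Neither was as wide as 1 kb. The window of Fig. 4F, 3810 kb long, held 7 peaks, and 80.4% of random windows on chromosome 16 held more, with a median of 23. From the scarcity of peaks in such genes, the paper proposes that R-loop formation is not what primarily drives RDCs in them.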

There are several, not mutually exclusive, potential explanations for our findings. R-loop formation in RDC-genes such as *Lsamp*, *Cadm2*, *Nrxn1*, *Csmd3*, and others may be highly dynamic and transient, thus making these R-loops difficult to capture in primary NSPCs. However, this seems unlikely as we detected robust R-loop signal in promoter regions and TESs where R-loops are known to assemble in a dynamic and transient manner. 

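Cadm2 (ENSMUSG00000064115), 965 kb on the minus strand of chromosome 16 from 66655666 to 67621153, contained 0 peaks, and the nearest lay 743986 bp from it. Csmd3 (ENSMUSG00000022311), 1211 kb on the minus strand of chromosome 15 from 47412183 to 48623609, contained 0 peaks as well, with the nearest 45903 bp away. The list shows where peaks passed the authors' caller, so a count of 0 does not exclude signal below that limit.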

A more likely interpretation is that replication stress-induced RDC formation in long genes such as *Lsamp*, *Csmd3*, *Nrxn1*, *Nrxn3*, *Csmd3*, and others is not primarily driven by R-loop formation. This conclusion is further supported by the generally lower GC content of RDC-genes (Fig. S9). Moreover, our findings are consistent with recent work showing a paucity of R-loops in the center of large human genes and proposing that the determining factor of replication stress-induced genomic instability is transcription-dependent persistence of unreplicated DNA into mitosis rather than R-loop formation^51^.

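GC content was computed over the mm9 sequence of each gene. Among the RDC-genes named in the text, it was lowest in Csmd3, 35.2%, and Cadm2, 35.5%, so that 1.01 and 1.27% of protein-coding genes had a lower value. Lsamp had 38.5%, Magi2 39.2% and Nrxn3 39.3%. The RDC-genes with the most peaks had 41.0% (Ctnnd2), 41.2% (Npas3) and 45.9% (Cdh13), and 51.4% of protein-coding genes had a lower value than Cdh13. A high GC content did not always go with many peaks. Of the other RDC-genes in Fig. 4E, Wwox had 45.8% and contained 2 peaks, and Sdk1 had 44.7% and contained 4. The relation of GC content to the number of peaks among RDC-genes was not tested. R-loop peaks themselves averaged 49.2% (SD 6.04 over peaks), compared to 41.98 to 42.15% in the random placements, and 50.0% with peaks of at least 1 kb, the alternative that moved this mean most and that was chosen after seeing the data. From the lower GC content of RDC-genes, the paper reasons further that R-loops do not primarily drive RDC formation in long genes.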

We note, however, that there are differences in the extent of R-loop formation among the group of long RDC-genes in NSPCs. For example, the RDC-genes *Cdh1*3*, Npas3* and others (Fig. 4E,F) show varying degrees of R-loop formation, which may contribute to some DNA breakpoint formation in this subset of RDC-genes. Notably, this latter set of RDC-genes tends to show earlier replication timing than RDC-genes without R-loops (Fig. 4H). The observed differences in R-loop formation among RDC-genes in NSPCs may be due to differential enrichment of factors that affect the formation or removal of R-loops, which warrants further investigation. In the latter regard, very long neural genes are uniquely reliant on topoisomerase activity for transcription elongation^52^ and, intriguingly, Topoisomerase 1 (Top1) depletion results in R-loop gains in long, highly-transcribed genes that are anchored to Lamin B1 domains^38^. Moreover, Top1 inhibition decreases R-loop formation in early replicating regions in human cells^38^. Thus, in future studies, it will be important to test the role of Top1 inhibition on TSS-proximal DSBs, RDC-gene fragility, and R-loop formation in NSPCs.

Prior work indicated that the causes of TSS-proximal DSBs and DSBs in the gene bodies of long genes are likely distinct^1,6,9^. As a group, NSPC genes with breakpoint junctions within two kb of the TSS show significantly higher R-loop peak density than RDC-genes (Fig. 4A). This is consistent with the notion that transcription- and R-loop-associated processes may contribute to promoter-proximal DSBs in NSPCs. However, a set of genes with matched transcription rate shows similar R-loop peak density (Fig. 4B). Further work is required to fully elucidate the relationship between R-loops and TSS-proximal DSBs in NSPCs and to define the molecular factors mediating DSB formation in R-loop-prone regions in the NSPC genome. For example, DSBs can result from R-loop removal by transcription-coupled nucleotide excision repair^37^. In this regard, analysis of the role of factors such as the nucleotide excision repair endonucleases XPF and XPG in the formation of R-loop-associated DSBs in NSPCs will be of great interest^37^.

Finally, given the association we observe, both DNA damage-inducing and -protective roles of R-loops are possible. R-loops may, at least in some contexts, function as “beneficial” structures that help with DSB repair^14^. This notion is based on observations that R-loops form at DSB sites in response to various types of DNA damage, and DSB-induced R-loops may form in *cis* as a response to DSB-mediated repression of transcription^14^. Future work will need to address whether some of the R-loops we observe in the vicinity of DNA breakpoints have such roles in DSB repair in NSPCs, for example by recruiting repair factors such as Rad52.

## Methods

### Culture of primary NSPCs

NSPCs were isolated from frontal brains of postnatal day seven mice and cultured as described^6^. All experiments were authorized by the Institutional Animal Care and Use Committee and Institutional Biosafety Committee at the University of California, San Francisco (Protocol AN182936) and performed in accordance with relevant guidelines and regulations. The reporting in this manuscript follows the ARRIVE guidelines^53^. Where indicated, cells were treated with 0.5 μM aphidicolin (Sigma, A4487) for 48 h before processing for DRIP.

### DRIP analysis and genome-wide R-loop mapping by DRIP-seq

Genomic DNA for DRIP was isolated and digested with *EcoRI*, *HindIII*, *BsrgI*, *SspI*, *XbaI* (all from NEB) at 37 °C, as described^24,26^. RNase A treatment prior to DRIP was performed as described^22,23^. For Ribonuclease H (RNase H) treatment, 8 μg of DNA were treated with 30 U of RNase H (NEB, M0297) for 16 h at 37 °C. Digested DNA was phenol/chloroform-extracted, precipitated, washed and resuspended as described^24^. For each DRIP reaction, 4.4 μg DNA were incubated with 10 μg S9.6 antibody for 16 h at 4 °C^24^, followed by incubation with magnetic protein G beads (Dynabeads, ThermoFisher Scientific) for 2 h at 4 °C. Samples were washed for 3 × 10 min with 140 mM NaCl, 0.05% (w/v) Triton X-100, 10 mM NaPO4, pH 7.0, at room temperature and eluted in 10 mM EDTA, 0.5% (w/v) SDS, 50 mM Tris–Cl, pH 8.0 containing Proteinase K for 45 min at 55 °C^24^. DNA was phenol/chloroform-extracted and precipitated as described above. Per biological replicate, three repeat DRIP reactions were first analyzed separately by DRIP-qPCR to verify the DRIP procedure, as described^54^. Primers used for DRIP-qPCR analysis are listed in Table S1. Three DRIP reactions per biological replicate were then pooled for preparation of each DRIP-seq library. Input and DRIP DNA was sonicated (Diagenode Bioruptor) to a size of ~ 300–700 bp and DRIP-seq library preparation was performed as described^24,26^, using NEB E6050 for end repair; NEB M0212 for A-tailing, and NEB E7335 for adapter ligation. 12 cycles of PCR were performed for library amplification and libraries were cleaned and size selected (AMPure XP beads; A63880, Beckman Coulter) as described^54^. Libraries were assessed and quantified by using the Qubit HS assay (Invitrogen Thermo Scientific), Bioanalyzer High Sensitivity DNA Analysis (Agilent), and qPCR-based KAPA Library Quantification (Kapa Biosystems, KK4824). Pooled libraries were sequenced on the Illumina HiSeq next-generation sequencing platform.

### Anti-DNA:RNA hybrid S9.6 antibody

Hybridoma cells producing the monoclonal S9.6 antibody were obtained from ATCC (HB-8730; RRID:CVCL G144) and grown in chemically-defined, protein-free CD hybridoma medium (Gibco, 11279023). S9.6 antibodies were purified according to standard procedures^24^ by using a HiTrap Protein G HP column (GE Healthcare), followed by extensive washing with 20 column volumes of PBS and elution with five column volumes of elution buffer (0.1 M glycine–HCl, pH 2.7). Antibody-containing fractions were assessed for purity by SDS-PAGE and Coomassie blue staining and sequentially dialyzed against PBS and 50% (v/v) glycerol/PBS. Antibody concentration was adjusted to 1 mg/mL. Purified S9.6 antibodies were validated by dot blot and DRIP-qPCR analysis along with commercially available S9.6 antibodies (Kerafast, ENH001; S.H. Leppla, NIH).

### S9.6 dot blot analysis

DNA (5′-GTTCCCATATCCCGGACGAGCCC-3′) and RNA oligonucleotides (5′-rGrGrGrCrUrCrGrUrCrCrGrGrGrArUrArUrGrGrGrArArC-3′) were annealed in RNA:DNA hybridization buffer (20 mM NaCl, 10 mM Tris–HCl, pH 8.0) and spotted onto Nylon membranes (GE Healthcare, RPN303B). Membranes were dried, UV crosslinked (120 mJ/cm^2^), incubated in blocking buffer (10% (w/v) non-fat dry milk in TBS with 0.1% (w/v) Tween-20) and probed with 0.5 μg/mL S9.6 antibody in blocking buffer for 1 h at room temperature. After three washes in TBS with 0.1% (w/v) Tween-20, membranes were incubated with secondary anti-mouse-HRP antibodies in blocking buffer for 1 h at room temperature, washed again, developed (ECL), and exposed to film.

### Bioinformatic and statistical analysis

DRIP-seq and GRO-seq reads were adapter trimmed (TrimGalore 0.6.6; https://github.com/FelixKrueger/TrimGalore), aligned to the NCBI37/mm9 genome, and processed as described^6,23,54^. Mouse ESC GRO-seq and DRIP-seq FASTQ files were obtained via GEO^23,55^ and processed in parallel with NSPC GRO-seq^6^ and NSPC DRIP-seq data. Duplicate reads were removed during processing as described^54^. We used a Hidden Markov Model-based peak calling algorithm for identification of DRIP-seq peaks, exactly as described^23^. Normalized genome-wide densities of uniquely mapped reads were determined by deepTools2^56^. Reads per kb per million (RPKM)-normalized bigWig tracks were generated from BAM files containing uniquely mapped reads using deepTools2 and visualized in IGV^57^. Nucleotide content was analyzed by bedtools version 2.29.2^58^. Genome annotations were determined by HOMER version 4.11.1^59^ using HOMER mm9 v6.4 and mouse-o v6.3 accession and ontology information with '*annotatePeaks.pl* -annStats' and default settings. HTGTS breakpoint junction data was analyzed as described^6–9^. Median replication timing ratios were determined using Repli-chip data^60,61^ and custom Python scripts, as described^6^. Statistical analysis was performed in GraphPad Prism 9.2.0 and in R^62^.

### Identification of genomic regions with GC skew

We applied the two-phase SkewR pipeline 1.00b^25,26^ developed to define regions displaying GC skew in the human genome to the mouse NCBI37/mm9 genome. SkewR uses a four-state hidden-Markov model (StochHMM) to predict GC skew regions^25,26^. The algorithm involves training on regions from verified R-loop-forming regions in human and mouse regions. Regions displaying GC skew were identified and genes were clustered into four skew classes (strong skew, weak skew, no skew, and reverse skew) by using the most stringent threshold model file (GC_SKEW_1mil.hmm)^25,26^. For metagene plots, the GC_SKEW_7600 model file was used^25^.

### Pathway and process enrichment analysis of R-loop-containing genes

For each gene list, pathway and process enrichment was analyzed using the GO Biological Processes, KEGG Pathway, Reactome Gene Sets, CORUM, TRRUST, PaGenBase, WikiPathways and PANTHER Pathway ontology sources and Metascape version 3.5.202108015^63^. All mouse genes were used as the enrichment background. Enrichment terms with *P* < 0.01, at least three counts, and an enrichment factor (counts observed vs. counts expected by chance) of > 1.5 were identified and clustered based on their similarities. *P* values were calculated based on the accumulative hypergeometric distribution. *q*-values were calculated by the Benjamini–Hochberg procedure to account for multiple testing. Kappa scores were used as the similarity metric for hierarchical clustering of enriched terms and sub-trees showing > 0.3 similarity were considered a cluster, with the most statistically significant term chosen to represent the cluster^63^. Clusters were visualized by Cytoscape^64^.

## Supplementary Information

Supplementary Information.

## Data Availability

The datasets generated and analyzed during the current study are available in the NCBI Gene Expression Omnibus repository under accession numbers GSE195963, GSE74356, GSE142315, GSE27037, and GSE70189.

How the deposited data were processed for this re-analysis (not part of the article)

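R-loops were mapped by DRIP-seq in primary NSPCs from mice at postnatal day 7 that were treated with 0.5 μM aphidicolin for 48 h. The authors trimmed the reads, aligned them to NCBI37/mm9, removed duplicates and called peaks with a Hidden Markov Model. They deposited 1 peak list, whose unit is the position of each peak in base pairs, with no count, signal or score beside it. How the replicates were combined into this list is not named in the paper's text. The input library, ESC data, GRO-seq, breakpoint junctions and replication timing were not used here. The depth per sample is unknown from the list, and 1 list was analysed, so no error between replicates could be given and no differences between conditions were tested.

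Positions were compared with the mm9 sequence and with the GENCODE M1 annotation of that build, 37273 genes on chromosomes 1 to 19, X and Y, of which 22367 are protein-coding. A RefSeq table of a later build served only for names, to look up which symbols it lists and under which symbol Pantr1 is annotated. An overlap was counted from 1 bp. Annotation classes followed the default limits of HOMER, with promoters from 1 kb upstream to 100 bp downstream of a TSS and termination sites from 100 bp upstream to 1 kb downstream of a transcript end. Chance was described by 100 random placements of the peaks without overlap on the same chromosome, outside assembly gaps of at least 50 bp, and by 10000 random windows on the same chromosome for each of the 12 windows printed in the figures. The share of placements as extreme is given, and shares for windows were adjusted with the Benjamini-Hochberg procedure over both directions together. Peak edges were compared with sites of the 5 enzymes within 100 bp, with the same edges shifted by 1 kb, and with 23 palindromic hexamers of similar composition that were not digested. Genes on X and ribosomal protein genes were compared with 1000 draws of genes matched on 10 strata each of length and of GC content within 2 kb of the TSS. Intervals for coverage came from 1000 resamples of blocks of 1 Mb. Calculations used Python 3.11.15, numpy 2.4.6 and scipy 1.17.1, and figures matplotlib 3.10.9.

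The genes named in the text follow a rule: the 25 genes the paper names in statements on NSPC R-loop peaks, the windows printed in its figures, the 3 widest peaks, the chromosomes with the most and the fewest peaks per Mb, and up to 3 bins of 100 kb with the most peaks. Results for some of these genes are not reported here. Ntm, Wwox, Sdk1 and the ribosomal protein genes fall outside this rule and were chosen later. The 27 RDC-genes were read from the labels of Fig. 4E and are only described, not tested. This rule and the following alternatives were set before the data were examined. The alternatives were peaks of at least 1 kb, merging of peaks closer than 1 kb, autosomes alone, the median, other overlaps and other promoter limits. Further alternatives were chosen after seeing the data, among them every alternative for the count of peaks in a single gene. Tests added after seeing the data were the shares at the TSS and TES, GC skew, the density of peaks by gene length, the counts for RDC-genes, the sites within 20 bp of peak edges against shifted edges and the first protein-coding transcripts of ribosomal protein genes, matched on transcript length and GC content within 2 kb of their TSS.

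The placement, annotation and restriction site steps were tested on simulated data. On chromosome 19, 650 peaks were simulated with a part of the midpoints moved into promoters. Of all midpoints, moved or not, 54.9% were found there against 51.0% expected. With a part of the peak edges moved onto restriction sites, 47.8% of all edges were found within 100 bp of a site against 50.0% expected. These percentages are not rates of recovery. Positions were drawn from the same classes and sites used to count them, so an error in the annotation itself would not show.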

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

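The tests on the widest R-loop peaks and on the bins with the most peaks were set before their results were seen, and no test in this part was chosen afterwards.

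The widest R-loop peak measured 56.7 kb, from 143542341 to 143599079 on chromosome 5 over Tnrc18 and neighbouring intergenic sequence, compared to a median peak of 1.32 kb. The paper does not report on single peaks of this size. The next were 51.9 kb on chromosome 4 from 134761363 to 134813310, over Clic4, and 42.1 kb on chromosome 9 from 43877196 to 43919341, over Rnf26, Usp2, Mfrp and C1qtnf5. A restriction fragment that is not digested could give a wide peak. These peaks held 63, 78 and 38 sites of the 5 enzymes, and random windows of the same width and GC content held a median of 63, 79 and 42. Stretches of this width hold many sites wherever they lie, so the comparison decides nothing, and fragments left whole by incomplete digestion stay open. Whether the peak caller joined several R-loops, or repeated sequence gathered reads, was not tested, and no biological explanation was tested.

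The bin of 100 kb with the most peaks held 15, from 75400001 to 75500000 on chromosome 11, over Pitpna, Inpp5k, Myo1c and Crk. The next held 14 on chromosome 1 from 93100001 and 13 on chromosome 15 from 88900001. These bins stand out from the 9528 bins with at least 1 peak, of which 50 held at least 10. A broad domain split at restriction sites by the peak caller could give such a bin, and gaps between its peaks would then hold sites more often than chance. Of the 39 gaps in the 3 bins, 29 (74.4%) held a site. This lay within the 59.0 to 79.5% of random stretches of the same length (median 71.8%), so no excess was seen. The gaps without a site argue against a split at sites in every gap. Most random stretches hold a site as well, so the comparison cannot decide on a split in part of the gaps, which stays open. Depth and local gene expression stay open as untested, and no biological explanation was tested.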

How the results depend on the processing

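Of the alternatives, those that add the size and merging filters to annotation, genes, gene length, GC content, restriction sites, named genes and RDC-genes, the gap-free denominator, the autosomes alone for the correlation, the RefSeq symbols, the protein-coding genes for the annotation classes, and the midpoint or 2 kb flanks for named genes and RDC-genes were chosen only after results had been seen, as were the tests at the TSS and TES, of GC skew and of RDC-gene counts with all their alternatives.

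Over 61 results and 268 alternative values, 248 kept their direction and their side of the threshold, or stayed within the interval or 1.5-fold range of the main value. Many of these could hardly change. The figure windows counted as unchanged because none passed the threshold, although with peaks of at least 1 kb the Cdh13 window went from 53 to 31 peaks and the Lsamp window from 7 to 2. Genes with 0 peaks cannot lose any under the size and merging filters. All log2 ratios of the annotation classes kept their sign and stayed beyond the random placements under every alternative, as did clustering, the GC content of peaks, the shares at the TSS and TES, GC skew and the smaller-than-random difference in gene length.

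Keeping only peaks of at least 1 kb changed the most results, by leaving out short peaks. The number of peaks was 12992, the mean size 3.37 kb and the coverage 1.65%. RDC-genes with at least 1 peak numbered 14 in place of 23, with at least 10 peaks 2 in place of 4, and with at most 1 peak 15 in place of 8. The share of edges near a restriction site became 33.5%, above its random placements, where all peaks lay below theirs; the cause was not tested. Merging peaks closer than 1 kb gave a mean size of 2.36 kb, and the median in place of the mean gave 1.32 kb, since sizes are skewed to the right. Coverage over the autosomes only was 1.96%, because X and Y hold few peaks.

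A further 10 counts for single genes changed, 5 of them with peaks of at least 1 kb, 4 with the peak midpoint and 1 with 2 kb flanks. Coverage with the length of another build as the denominator was not run, because the reference is mm9. No paired analysis was possible because 1 peak list was analysed. Depth limits the counts of 0 peaks, which cannot be told from signal under the limit of the peak caller.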

Differences from the paper's values

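No test was chosen for this part after the result was seen, apart from the count of RDC-genes and the alternatives marked as such.

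Genome coverage was 1.85% of the assembled mm9 length, against the paper's 1.01 ± 0.45% (SD). None of the alternatives set before the data were examined closed the gap: it was 1.65% with peaks of at least 1 kb, 1.86% with peaks merged and 1.96% over the autosomes. The paper gives a mean and SD without naming what they were taken over, and the value here comes from 1 list. A mean with an SD takes more than 1 value, so these coverages are unlike measures. The list itself has the paper's number of peaks, 22132, and a mean size of 2.21 kb, against 2.19 kb in the paper. The difference in coverage is therefore not one in the number or mean size of these peaks.

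The other differences concern log2 ratios of observed over expected, which the paper shows in Fig. 1C with errors given as SEM and which were read by eye. The bars of Fig. 1C are means over independent DRIP-seq experiments, while the ratios here come from 1 list, so the measures are unlike. A gap is called closed when a ratio came within the error read from the figure, which does not explain the gap. The paper used the mm9 annotation of HOMER, and the ratios here come from GENCODE M1 with the default limits of HOMER, so both the annotation and the list enter each comparison. For 5′-UTRs the ratio was 3.20, against about 3.5 in Fig. 1C. For promoters it was 2.42, against about 2.8 in Fig. 1C. None of the alternatives set before the data were examined closed these gaps, and with peaks of at least 1 kb, chosen after seeing the values, the ratios were 3.57 and 2.75, which closed both. For exons the ratio was 1.83, against about 2.5 in Fig. 1C, and no alternative closed the gap. For transcription termination sites it was 1.85, against about 2.3 in Fig. 1C. The share of peak bases in place of midpoints, set before the data were examined, gave 2.31 and closed this gap, as did peaks of at least 1 kb, chosen after seeing the values, with 2.22. For 3′-UTRs it was 1.80, against about 2.2 in Fig. 1C. None of the alternatives set before the data were examined closed this gap, and peaks of at least 1 kb, chosen after seeing the values, closed it with 2.23. For intergenic sequence the ratio was -1.28, against about -1.4 in Fig. 1C, within its error, while the share of peak bases gave -1.86 and peaks of at least 1 kb, chosen after seeing the values, gave -1.95, both outside it.

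The paper states that R-loops around Pou3f3 extend into Pantr1, and the list held 0 peaks within Pantr1, the nearest 17342 bp away. The paper counts Pou3f3 among genes that form R-loops in NSPCs, and the list held 0 peaks within its limits and 1 when 2 kb were added to each side, a choice made after seeing the data. The limits of both genes used here are those of GENCODE M1, where Pantr1 was found through a synonym in the RefSeq table, while the paper counts RefSeq genes. The DRIP-seq signal drawn in Fig. 2B was not used here. Fig. 1B shows signal over Rpl13a, and the list held 1 peak that overlapped the gene, covering 25.2% of its annotated length. It lay over the start of the longer transcripts Rpl13a-011 and Rpl13a-201, upstream of Rpl13a-001 and Rpl13a-202, which held 0 peaks. Rpl13a-201 shares no base with Rpl13a-001 and nearly matches the limits of Flt3l-001. The paper's Fig. 4H has 5 RDC-genes with at least 10 peaks. The list gave 4 over whole genes, 3 with peaks merged and 2 with peaks of at least 1 kb. These counts from the list were all chosen after seeing the values. The legend of Fig. 4E counts peaks within 2 kb of a breakpoint junction, and junctions were not used here.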

Other observations

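The test of median densities and its use of the 9 named RDC-genes were chosen only after results had been seen. So was the test of peaks per Mb over all short genes and RDC-genes. The same holds for the test of restriction sites within 20 bp of peak edges and the test on the first transcripts of ribosomal protein genes. It also holds for the reading of the share in the first part of long genes against most of the peaks. The other tests in this part were set before their results were seen.

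Peak edges lay near restriction sites more often than the same edges shifted by 1 kb, by 6.88 percentage points. If digestion sets edges, the excess should be confined to the enzymes used. The ratio of edges to shifted edges was 1.08 (SspI) to 1.49 (XbaI) for the 5 digested sites and 0.843 to 1.04 for 23 hexamers that were not digested. Within 20 bp the ratio was 1.18 (SspI) to 1.68 (XbaI) for the digested sites and 0.755 to 1.10 for the others. The comparison with random placements goes the other way, with 28.3% of edges within 100 bp of a site against 29.5 to 30.7%, and 6.87% within 20 bp against 6.94 to 7.48%. Those placements were not matched for GC content, which was higher in peaks. With only peaks of at least 1 kb, 33.5% of edges lay within 100 bp of a site, above 29.4 to 30.8% in their placements. It is a hypothesis that digestion may set a small part of the peak limits, and most edges lie farther from a site.

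Chromosome X had 1.76 peaks per Mb, against 8.83 on the autosomes. Fewer genes on X could give this, but 16.4% of its protein-coding genes contained a peak, below each of the 19 autosomes, which ranged from 33.0 to 48.6%. Shorter genes or a lower promoter GC content could also give it, and matching autosomal genes for both lowered the share with a peak from 40.6% to a median of 30.5%, with the lowest of 1000 draws at 25.0%. Gene length and promoter GC content may therefore account for part of the gap, and the remainder down to 16.4% was left by this matching. The sex of the animals, the expression of X-linked genes and the mapping of reads to X stay open and were not tested.

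The paper reports a higher R-loop peak density in active genes of average length with a breakpoint junction near the TSS than in RDC-genes with R-loop peaks. Junctions and transcription were not used here, so the values given are for all protein-coding genes of that length and do not bear on that class of genes alone. A gene with at least 1 peak has a density of at least 1 over its length, so part of the difference could come from length alone. For randomly placed peaks the lowest median log2 density of short genes was -3.93, while that of the named RDC-genes with a placed peak was -7.33 to -6.34, a gap of the same direction as the observed medians of -3.23 and, for the 7 named RDC-genes with a peak, -7.94. With genes of 0 peaks counted as well, short genes had 45.2 peaks per Mb and the 9 named RDC-genes 7.63, whereas random placement gave 9.94 to 11.7 and 7.22 to 11.5. The 9 genes are those the paper names, among them the 3 with the most peaks, and the 27 RDC-genes read from Fig. 4E had 126 peaks over 24.4 Mb, or 5.16 per Mb, a description that was not tested. The value of the 9 genes therefore does not stand for RDC-genes in general. The length floor may account for part of the difference in medians, and it does not account for the difference in peaks per Mb. Transcription was not used here and stays open.

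No peak lay over the transcripts Rpl13a-001 and Rpl13a-202, while 1 overlapped the longer Rpl13a-011 and Rpl13a-201. If the list left out the most transcribed regions, ribosomal protein genes would contain peaks less often than matched genes. Of 81 protein-coding Rpl and Rps genes, 72.8% contained a peak, compared to 14.8 to 43.2% of matched genes (median 28.4%). This count includes Rpl13a itself, through its longer transcripts, so it decides nothing on transcripts such as Rpl13a-001. With the first protein-coding transcript of each gene in place of the whole gene, Rpl13a had no peak, and 70.4% of the 81 genes had one, compared to 13.6 to 40.7% of genes matched on that transcript. That argues against a general loss of peaks at ribosomal protein genes, whose transcription was not measured here. Why Rpl13a-001 lacks a peak was not tested.

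Genes with a peak were longer than genes without, yet less so than chance placement of peaks would give. Protein-coding genes met by randomly placed peaks had a mean length of 119 to 124 kb, and those with R-loop peaks 69.2 kb. In 528 protein-coding genes of at least 300 kb there were 1429 peak midpoints, against 2452 to 2680 in the placements, and 168 of these genes contained no peak. The first of 10 equal parts of the gene held 16.2% of the midpoints, above each placement (8.26 to 11.4%), as the test set beforehand required for an excess at the 5′ end. It is not most of the peaks, though, and the last part held a like share of 15.8%. The middle 4 parts held 29.7%, below the 36.6 to 42.3% of the placements. The 5′ ends alone therefore do not carry most peaks of long genes. No biological explanation was tested.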
